A study of Escherichia coli BL21(DE3) with 18 samples.

How the data were processed

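Chromatin immunoprecipitation sequencing (ChIP-seq) was performed on Escherichia coli BL21(DE3), a laboratory strain used for protein expression. Cells carried one plasmid that encoded a nuclease without cleavage activity, tagged with 3 copies of the Flag epitope, together with its guide RNA. Per the labels' protocols, cells were grown on solid medium and induced with 0.05 mM IPTG for 24 h at 37 °C, crosslinked with formaldehyde and precipitated with an anti-Flag antibody. The series has 18 samples: 16 ChIP libraries and 2 input libraries that were not precipitated. The 16 ChIP libraries form 8 groups of 2 biological replicates, one group for each combination of 4 proteins and 2 guide conditions, called targeting and non-targeting (NT) in the labels. The 2 input libraries, from TnpB3 and Cas9 cells with a targeting guide, were not analysed here as separate data.

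The deposited data are lists of peak summits, one list per ChIP library, so replicates were not pooled. Per the labels, the authors called peaks with MACS3 against the 2 input libraries. Which input served which library, the aligner, its settings and the peak threshold are not stated in the labels or in the lists. Each deposited row gives a 1 bp summit and the authors' score for the peak, which in this format is the −log10 of a p-value or q-value. The lowest score over all lists was 1.34, just above the −log10 of 0.05, which is 1.30. The score is each peak's own value and depends on sequencing depth, so it was used to describe, rank or filter peaks within a list. The exception is the order of guide-dependent and NT-only sites, which follows the mean score of the 2 replicates. In that order the list with larger scores weighs more. Counts of peaks above a minimum score, where they are compared between lists, carry that dependence. The read depth behind each list is unknown, since the lists hold no read counts, so no interval or detection limit that needs depth is given. Every peak had 1 summit, and summits of one list were at least 424 bp apart. All summits lie on one chromosome whose sequence name says that it was masked and does not name a genome build. Positions are given as deposited, counted from 1. No genome or annotation of that build was used here: the gene table at hand describes strain K-12 MG1655, another strain, so sites are given by position and without gene names. For the same reason, the planned tests of base composition, intergenic location and recurring short sequences at summits were not run.

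Summits of different libraries were called the same site when they lay within 100 bp of each other. The overlap of 2 lists is the percent of summits with a summit of the other list within 100 bp, averaged over both directions. It was tested one-sided against 10000 circular shifts of one list along the chromosome, which keep the number and spacing of its summits. Libraries of one group were shifted together. The highest summit position of all lists, 4558525, was used as the chromosome length. Shift p-values were adjusted by the Benjamini-Hochberg method within each family of comparisons, and the smallest p-value the shifts can give is 0.0001. A guide-dependent site was one with a summit in both targeting libraries of a protein and no summit of either NT library within 100 bp. An NT-only site was defined the same way with the guides exchanged. Guide labels were permuted exactly within each protein, over 6 arrangements for 1 protein and 1296 for the 4 proteins together. A permutation of 2 libraries against 2 cannot give a p-value below 0.333 when two-sided or 0.167 when one-sided. One further test, on targeting-only plus NT-only sites, was chosen after the data were examined. It compares the 3 ways of splitting each protein's libraries into 2 pairs, 81 ways in all.

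The rule for the sites named was fixed before the data were examined, together with the groups, the tests and the alternatives listed at the end, except where a test or alternative is said to have been chosen later. It covers the 5 guide-dependent sites of each protein with the highest mean score, the highest summit of each library, and the 5 leading sites common to all 16 libraries. Other sites lie outside this rule unless they are the highest of a library, and were named after their values were seen. They are the leading NT-only site of each protein and the NT summits in or near the region shared by the 4 proteins. A Cas9 site in that region is also among them. The report describes the first of these lists by its leading sites and summarises the rest. Calculations used Python 3.11.15 and NumPy 2.4.6, and figures matplotlib 3.10.9. The functions were tested on simulated lists. For 2 lists of 700 summits that shared 300 sites, the true overlap was 42.9% and the overlap found was 42.9%. Among shift tests on unrelated lists of 700 summits, 4% had a p-value under 0.05. The unrelated lists were drawn uniformly along the chromosome, so the 4% does not cover lists that share regional density. In 4 simulated libraries with 150 targeting-only and 100 NT-only sites, 150 and 100 were found. In the simulations of overlap and of guide sites, summits of a shared site were placed within the matching distance of 100 bp. Those simulations thus check the code, and say nothing about sites set apart by a larger offset between summits. The alternatives were a minimum score of 10, matching distances of 50 and 200 bp, an exclusion distance of 500 bp, leaving out each replicate, and permutation only between libraries with the same replicate number.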

Results

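The peak lists describe where 4 RNA-guided nucleases bound the chromosome of E. coli BL21(DE3). IscB and TnpB are nucleases encoded by bacterial transposons. They are directed to DNA by a transposon-encoded guide called ωRNA. Cas9 and Cas12a are CRISPR nucleases directed by a guide RNA. All were expressed in a form that binds DNA without cutting it. Each protein was studied with a targeting guide and with an NT guide, in 2 biological replicates each. Comparing the guides asks which binding sites depend on the guide. Comparing the proteins asks which sites are shared. The position of the intended target is not given in the labels.

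The number of peaks per library ranged from 291 to 1107. IscB gave 902.0 ± 19.8 peaks with the targeting guide and 703.5 ± 29.0 with the NT guide (SD, n = 2 in this and the following groups). TnpB3 gave 728.5 ± 14.8 and 798.0 ± 25.5 peaks. Cas9 gave 1104.5 ± 3.54 and 616.0 ± 42.4 peaks. Cas12a gave 340.0 ± 8.49 and 308.0 ± 24.0 peaks. In each protein the libraries of the 2 guides did not overlap in peak number, which gave the smallest possible value of a two-sided exact permutation test, p = 0.333, for each of the 4 proteins. Targeting libraries had 198.5 more peaks than NT libraries for IscB, 488.5 more for Cas9 and 32.0 more for Cas12a. The Cas12a difference was 15.0 without NT replicate 2 and 49.0 without NT replicate 1. For TnpB3 the number fell by 69.5. Over the 4 proteins together, the summed log2 ratio of targeting to NT peak numbers was 1.21, with a two-sided exact permutation p = 0.0262 over 1296 arrangements within proteins. This call depended on which proteins and peaks entered. With Cas9 left out, a check chosen after the data were examined, the sum was 0.37 and the exact permutation p = 0.157, whereas with TnpB3 left out they were 1.34 and 0.00926. With peaks of a score of at least 10 alone, the sum was 3.63 and the exact permutation p = 0.127.

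**Figure D1:**
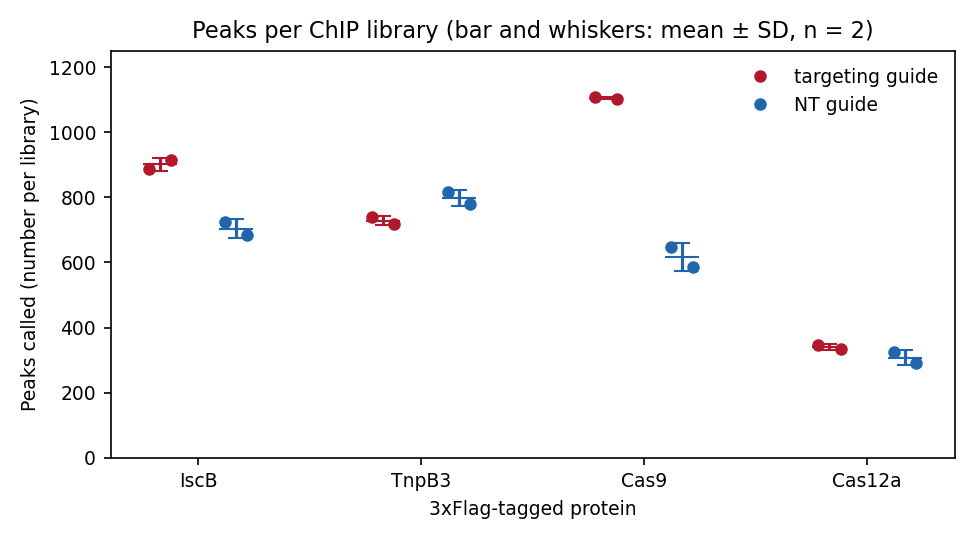
Number of peaks called in each of the 16 ChIP libraries, by tagged protein (horizontal axis) and guide (colour). Points are libraries, and bars with whiskers are the mean ± SD of 2 replicates. TnpB3 is the protein whose targeting libraries, with 739 and 718 peaks, lie below its NT libraries, with 816 and 780.

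A minimum score removed more peaks from some lists than from others. With a score of at least 10, the Cas9 NT lists kept 87 and 43 peaks and the Cas9 targeting lists 777 and 721. The number of peaks above a score depends on depth, which is unknown.

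The replicate overlap was 76.4% for IscB targeting, 76.5% for IscB NT, 63.6% for TnpB3 targeting, 69.2% for TnpB3 NT, 76.6% for Cas9 targeting, 83.3% for Cas12a targeting and 83.0% for Cas12a NT. It was 39.4% for Cas9 NT. Shifted lists overlapped by 1.36% to 4.88%, and the overlap exceeded every one of the 10000 shifts in each group, with an adjusted p-value of 0.0001, the smallest the shifts can give. The matching distance moved these values most in the Cas9 NT group and both TnpB3 groups: at 50 bp the overlap was 24.4% for Cas9 NT, 47.4% for TnpB3 targeting and 53.2% for TnpB3 NT, and at 200 bp it was 56.0%, 76.7% and 79.5%. In the Cas12a groups the minimum score of 10 moved them most, to 91.5% with the targeting guide and 92.3% with the NT guide. Among matched summits, the median distance between replicates was 7 bp in both Cas12a groups and in IscB NT, 10 bp in IscB targeting and 14 bp in Cas9 targeting. It was 27 bp in TnpB3 targeting, 23 bp in TnpB3 NT and 41 bp in Cas9 NT. Across matched sites, which are not independent replicates, the Spearman correlation of the scores of the 2 replicates was 0.96 in both Cas12a groups and 0.68 in Cas9 NT, the lowest of the 8 groups.

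The overlap between targeting and NT lists was compared with the replicate overlap of the same protein. For IscB it was 24.4% ± 0.893 (SD over the 4 pairs of a targeting and an NT library), below both replicate overlaps. For Cas9 it was 7.82% ± 0.490, and for Cas12a 9.77% ± 0.820, again below both replicate overlaps of the protein. For TnpB3 it was 64.8% ± 0.723, which lies between the replicate overlaps of 63.6% and 69.2%. Among peaks with a score of at least 10 it was 66.6%, below the replicate overlaps of 69.4% and 72.7%, and at 200 bp it was 76.1%, below 76.7% and 79.5%. At 100 bp and with all peaks, each of the 4 proteins exceeded every shift (adjusted p-value 0.0001), and the chance level was 3.53% for IscB, 3.35% for TnpB3, 3.79% for Cas9 and 1.42% for Cas12a.

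**Figure D2:**
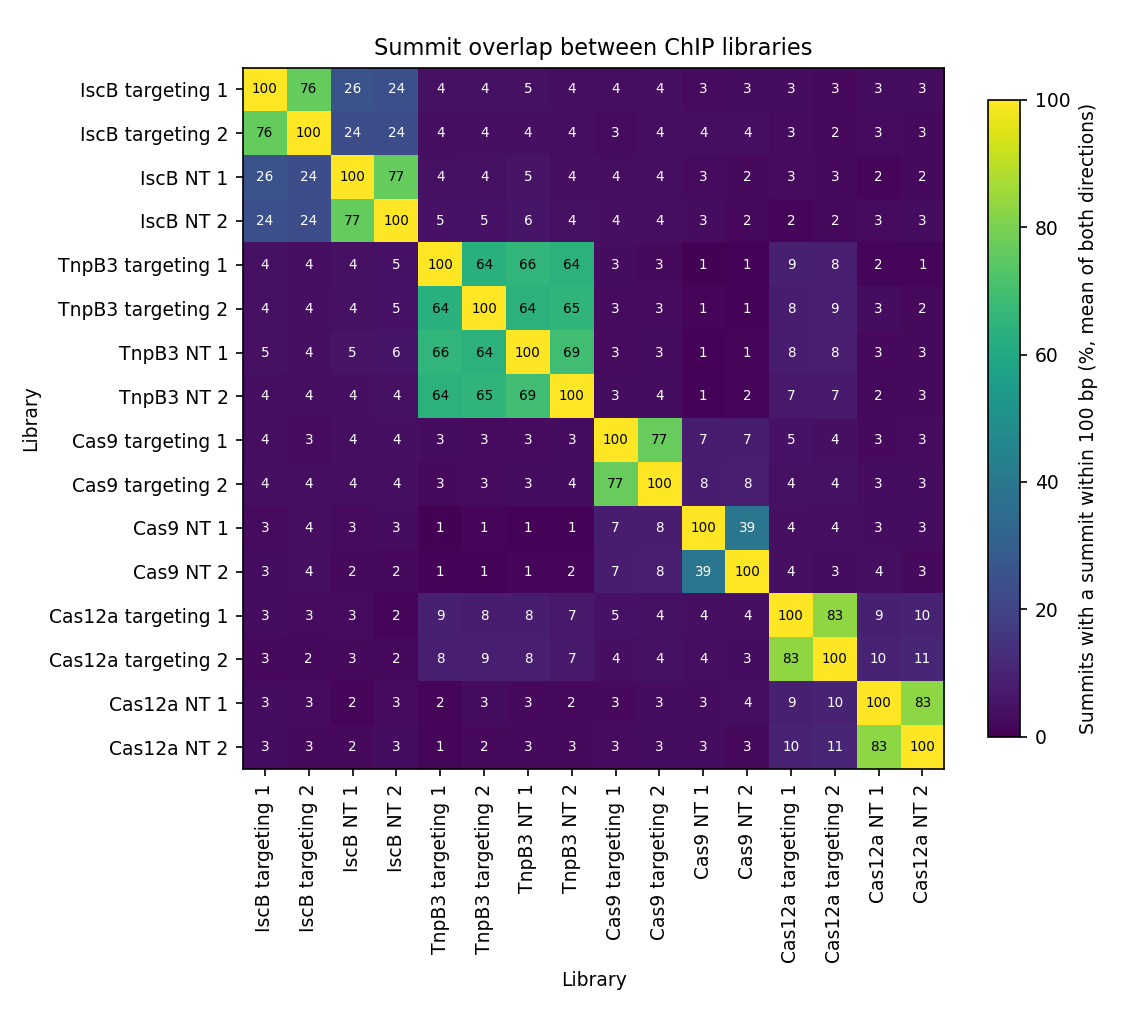
Overlap of summits between every 2 of the 16 ChIP libraries, in percent of summits with a summit of the other library within 100 bp (mean of both directions), printed in each cell and given by colour. The 4 TnpB3 libraries form one block irrespective of guide, whereas the targeting and NT libraries of the other 3 proteins form separate blocks.

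IscB had 478 guide-dependent sites and 357 NT-only sites. Cas9 had 761 and 201, and Cas12a had 253 and 219. When the 4 libraries of a protein were regrouped so that each arm held 1 targeting and 1 NT library, between 5 and 9 such sites were found for IscB, 4 to 9 for Cas9 and 0 to 1 for Cas12a. The real grouping gave the largest number for these 3 proteins, with the smallest p-value of the one-sided exact permutation test, p = 0.167. Deeper targeting lists would also leave few sites in mixed groupings, so the number of guide-dependent sites alone cannot tell guide from depth. This limit matters most for Cas9, whose NT lists held 87 and 43 peaks with a score of at least 10, against 777 and 721 in its targeting lists. TnpB3 had 33 guide-dependent and 65 NT-only sites, and the mixed groupings gave 29 to 38, so that the number of guide-dependent TnpB3 sites was not above that of mixed groupings (one-sided exact permutation p = 0.5). The 65 NT-only sites did exceed the mixed groupings, in lists that also had more peaks. The number of guide-dependent TnpB3 sites was also the least stable: it was 14 when NT summits had to be at least 500 bp away, 10 among peaks with a score of at least 10, and 72 to 150 with one replicate left out. Over all proteins, guide-dependent sites did not outnumber NT-only sites beyond the permutations, with a summed log2 ratio of 1.59 and a one-sided exact permutation p = 0.159. Leaving out a replicate does not test this ratio, because an arm with 1 list needs a summit in that list alone: the ratio was -0.45 and -1.05 without NT replicate 1 or 2, and 3.57 and 3.73 without targeting replicate 1 or 2. When targeting-only and NT-only sites were counted together, the real pairing of libraries gave the largest value of the 81 possible pairings, with an exact permutation p = 0.0123, the smallest the design allows. That test was chosen after the data were examined, and a difference of depth between the guides could raise its value as well.

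The highest-scoring site without an NT summit within 100 bp was looked for in one targeting replicate and then read in the other. For each protein the same site was the highest in both replicates. For IscB it had its summit at 2209687 in replicate 1 and at 2209693 in replicate 2, with scores of 224 and 222, the highest of all peaks in both lists. The nearest NT summits were 1651 and 1730 bp away. For Cas9 it lay at 2708440 and 2708451, with scores of 122 and 124, also the highest in both lists, and the nearest NT summits were 1500 and 1187 bp away. For Cas12a it lay at 333911 and 333930, with scores of 295 and 512, again the highest in both lists, and the nearest NT summits were 11947 and 10807 bp away. For TnpB3 it lay at 333945 and 333949, with scores of 86.7 and 127, and ranked 3 in both lists. The nearest TnpB3 NT summits were 1502 and 11704 bp away. The leading Cas12a and TnpB3 sites were thus in one place, and both IscB NT lists had a summit nearby, more than 100 bp away, at 333775 and 333807, with scores of 9.78 and 17.0.

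The leading site stood apart from the next one to different degrees. Its score was 4.10 ± 1.33 times that of the next guide-dependent site for TnpB3 (SD, n = 2), 1.29 ± 0.0297 times for Cas12a, 1.09 ± 0.0484 times for Cas9 and 1.03 ± 0.0328 times for IscB. For TnpB3 this ratio rose to 9.48 when NT summits had to be at least 500 bp away, because the next site, at 1673352 and 1673348, had NT summits 175 and 176 bp away. The TnpB3 sites next in order, at 1904295 and 2294269 in replicate 1, had NT summits 118 to 166 bp away. For IscB the next site lay at 335343 and 335345, with scores of 222 and 211, and ranked 2 in both lists. For Cas9 the next site lay at 664243 and 664160, and for Cas12a at 2636249 and 2636245. The leading site was the same under every alternative that was computed.

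**Figure D3:**
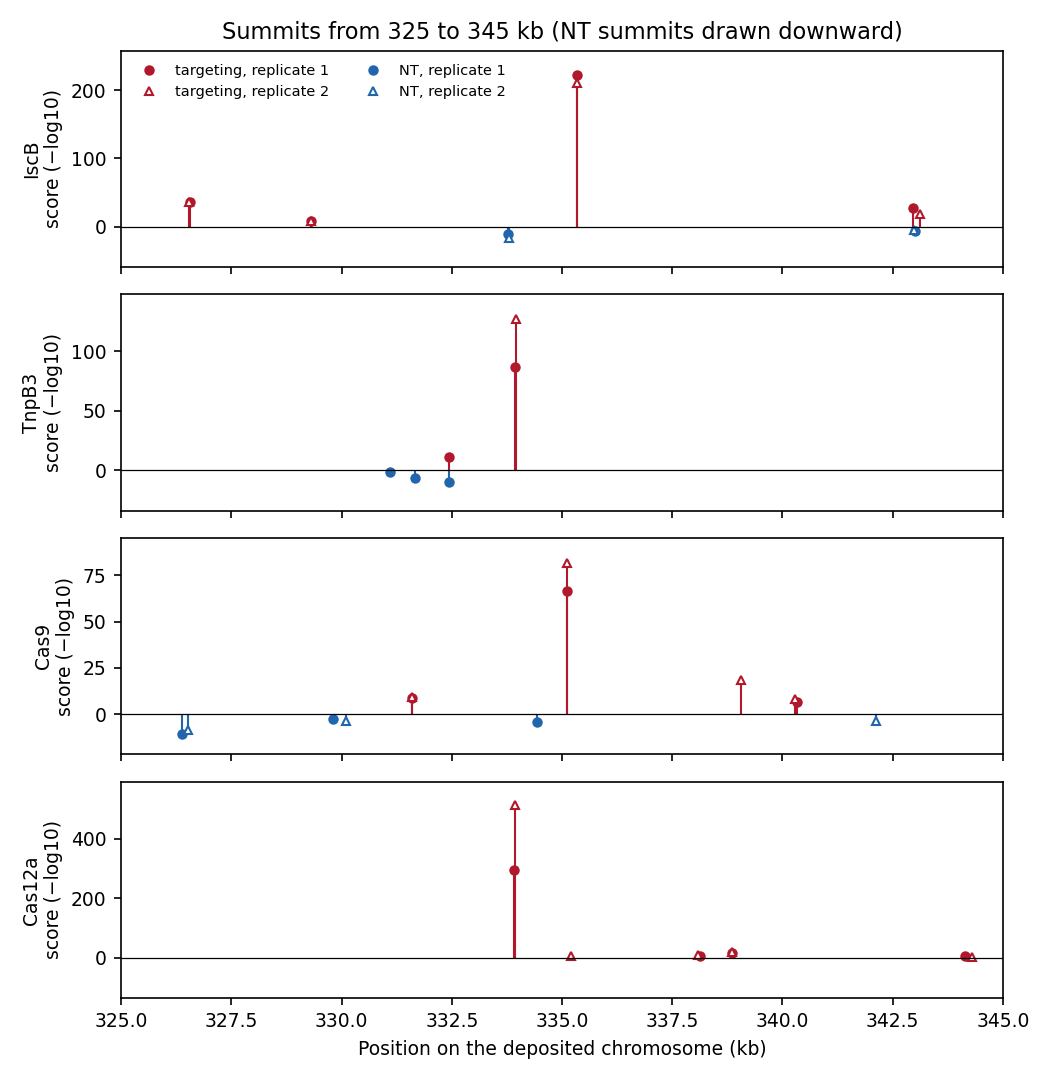
Summits of each protein around its site between 333911 and 335345, with position on the horizontal axis and the authors' score on the vertical axis. Targeting summits point up and NT summits down, and symbols mark the replicates. The sites named in the text are the targeting summits at 335343 for IscB, 333945 for TnpB3, 335116 for Cas9 and 333911 for Cas12a in replicate 1, and both IscB NT libraries have a summit at 333775 and 333807.

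NT lists also had strong sites of their own. The highest peak of both IscB NT lists was NT-only and lay at 2407841 and 2407870, with scores of 442 and 294. The highest peak of both Cas9 NT lists was NT-only and lay at 4229920 and 4229931, with scores of 43.9 and 33.7. The leading NT-only site of Cas12a, at 3474874 in both replicates, ranked 4 in both lists. The leading NT-only site of TnpB3, at 1673527 and 1673528, ranked 62 and 151. It lay 175 and 176 bp from the targeting summit at 1673352, which belongs to the second guide-dependent TnpB3 site. It was thus not far from a targeting summit. The highest peak of both TnpB3 NT lists, at 1839599 and 1839579, was also the highest of TnpB3 targeting replicate 2, at 1839580, and the highest of targeting replicate 1 lay at 4142982. The highest peaks of the Cas12a NT lists lay at 3464944 and 3464946.

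The proteins were compared through their NT lists. No site was found in all 16 libraries, and no summit was shared by more than 10 of them. The highest mean overlap between NT lists of different proteins was 4.88%. IscB and TnpB3 overlapped by 4.88% ± 0.642 (SD over the 4 library pairs), against 3.31% by chance, with an adjusted p-value of 0.0132 over the 6 protein pairs. Cas9 and Cas12a overlapped by 3.28% ± 0.475 against 2.03% by chance, with an adjusted p-value of 0.0507. The remaining 4 pairs had adjusted p-values from 0.494 to 1.00. TnpB3 and Cas9 overlapped by 1.27% ± 0.440, below the chance level of 3.12%. Among peaks with a score of at least 10, IscB and TnpB3 overlapped by 1.70% against 1.74% by chance, so their excess was absent at that threshold. The names of the libraries in the peak lists start with one letter for IscB and TnpB3 and with another for Cas9 and Cas12a. If the letters mark separate library series, protein and series cannot be told apart, except within each series. The overlap relative to chance was 1.47 and 1.61 for the 2 protein pairs within a series and 0.41 to 1.18 for the 4 pairs across. Comparisons between guides lie within one series.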

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

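The test of swapped labels below was chosen after its result had been seen, and the other tests were set down before theirs.

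The number of peaks moved in opposite directions: every TnpB3 targeting library had fewer peaks than every TnpB3 NT library, whereas every targeting library of IscB, Cas9 and Cas12a had more than every NT library of the same protein. The log2 ratio of targeting to NT peak numbers was higher than that of TnpB3 by 0.49 for IscB, 0.97 for Cas9 and 0.27 for Cas12a. The difference itself was not tested: exchanging guide labels within proteins tests for no effect of the guide in any protein, not for equal effects, and exchanging 4 proteins leaves too few arrangements. A swapped label in a TnpB3 library was argued against at the leading Cas12a site, which was chosen without TnpB3 data: both TnpB3 targeting libraries had a summit within 100 bp of it, and 0 of the 2 TnpB3 NT libraries had one within 500 bp. This rests on 1 site. A difference of depth or yield among the TnpB3 libraries remains open, and the peaks that went missing cannot decide on it. The 197 and 177 TnpB3 NT summits without a targeting summit within 100 bp were weak ones, with a median score percentile of 25.3 (mean of the 2 lists, 24.7 and 25.8). The same measure lay between 44.5 and 56.7 in the NT lists of the other proteins. Those proteins are no control for it, since their targeting and NT lists overlapped far less than their replicates. The measure was not computed between TnpB3 replicates. Weak summits lost through variation between replicates thus cannot be told from those lost through depth. For IscB, Cas9 and Cas12a, depth or yield alone was argued against. Of the top 10% of their NT summits by score, 27.3% recurred in either targeting list (12.1% to 51.7% over the 6 NT lists), against 91.9% in the other NT replicate (73.4% to 100%). The share in either targeting list was 16.7% and 19.1% for IscB, 14.1% and 12.1% for Cas9, and 50.0% and 51.7% for Cas12a. The argument is thus weakest for Cas12a. Depth may still add to the number of peaks in these lists, since the lists hold no read counts. A biological difference between the proteins in how they respond to a guide stays open and untested.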

How the results depend on the processing

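The tests of peak number and of guide-dependent sites within one protein cannot pass the threshold, and the 8 replicate overlaps sit at or near the smallest p-value of the shifts, so that their unchanged calls say nothing about stability. The position of the TnpB3 targeting against NT overlap relative to the replicate overlaps did change: at a minimum score of 10 (66.6%, against 69.4% and 72.7%) and at 200 bp (76.1%, against 76.7% and 79.5%) it lay below both. The number of guide-dependent sites of IscB, Cas9 and Cas12a stayed within 1.5-fold in every alternative. Peaks had 1 summit each, so the planned use of the highest summit per peak would change nothing and was not run. Replicate overlap cannot be computed with a replicate left out. The alternatives for base composition, intergenic location and short sequences were not run for want of a sequence.

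The summed log2 ratio of peak numbers lost its call in several alternatives. Its sum was 3.63 (exact permutation p = 0.127) at a minimum score of 10. Leaving out a protein was chosen after the data were examined: the sum was 0.85 (p = 0.157) without IscB, 0.37 (p = 0.157) without Cas9, 1.07 (p = 0.0556) without Cas12a and 1.34 (p = 0.00926) without TnpB3, all by exact permutation, where fewer proteins also leave fewer arrangements. It ranged from 0.99 to 1.44 across the 4 computations that each left out one replicate.

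The labels do not say that a replicate number marks a shared batch or day, and 2 numbers are too few to show it, so the libraries were not treated as paired. Targeting and NT lists with the same number overlapped more than those with different numbers by 0.50 percentage points for IscB, 1.22 for TnpB3 and 0.34 for Cas9, and less for Cas12a (-0.28). With the replicate number as a block, the summed log2 ratio of peak numbers was 1.21 as before, with an exact permutation p = 0.0625 over 256 arrangements, and that of guide-dependent against NT-only sites was 1.59 with p = 0.199. The block changed no other call.

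The number of guide-dependent TnpB3 sites was 10 at a minimum score of 10, 14 at an exclusion distance of 500 bp, and 72 to 150 with one replicate left out, where a single list stands for an arm. The same construction, which favours the arm with 1 list, moved the summed log2 ratio of guide-dependent to NT-only sites from 1.59 to values between -1.05 (without NT replicate 2) and 3.73, and reversed it to -0.45 without NT replicate 1. The ratio of the leading to the next TnpB3 site was 9.48 both at a matching distance of 200 bp and at an exclusion distance of 500 bp, since the next sites had NT summits nearby.

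Of the 6 overlaps between proteins, 5 changed sides of chance in some alternative, whereas Cas9 and Cas12a stayed above it, at 1.34 to 1.89 times. IscB and TnpB3 also passed the threshold at 50 bp (adjusted p-value 0.0276) and at 200 bp (0.0015). At a minimum score of 10, IscB and TnpB3 overlapped by 1.70% and fell below chance, whereas IscB and Cas9 (1.32%) and TnpB3 and Cas9 (1.02%) rose above it, none past the threshold. At 200 bp, IscB and Cas12a (4.27%) and TnpB3 and Cas12a (4.40%) fell below chance, and Cas9 and Cas12a (7.66%, 1.89 times chance) passed the threshold with an adjusted p-value of 0.0006. With shifts of 2000 to 50000 bp, chosen after the data were examined, IscB and TnpB3 (4.88%) had an adjusted p-value of 0.0528. The cause of these changes was not tested. With one NT replicate left out, the overlap was 2.06% to 3.08% for IscB and Cas9, 1.78% to 3.43% for IscB and Cas12a, 0.83% to 1.79% for TnpB3 and Cas9, and 2.57% to 3.47% for Cas9 and Cas12a.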

Other observations

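The tests of explanations in this part were chosen after the patterns they concern had been seen, including the tests of regional peak density.

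Leading guide-dependent sites of all 4 proteins fell in one region, from 333911 to 335345, a span of 1435 bp. The Cas12a and TnpB3 sites there were the leading sites of their proteins, and the IscB site was the next to leading. The Cas9 site, with summits at 335116 and 335113 and scores of 66.3 and 81.8, was number 12 of 761 guide-dependent Cas9 sites by mean score. It lies outside the rule for named sites and was chosen after its values were seen. The TnpB3 and Cas12a summits lay 15 to 38 bp apart and the IscB and Cas9 summits 227 to 232 bp apart. Chance clustering was argued against: when the 25 leading sites of each protein were shifted independently, 0 of 10000 draws placed sites of all 4 proteins within 2000 bp of a TnpB3 site (one-sided permutation p = 0.0001, the smallest the draws can give). The number 25 was chosen with the rank of the Cas9 site known. With the 5 leading sites fixed beforehand, 3 proteins had a site in the region, and 1 of 10000 draws placed as many within 2000 bp of a TnpB3 site (permutation p = 0.0002). Plasmid sequence carried alike by the targeting and NT plasmids was argued against for TnpB3 and Cas12a: 0 of their 4 NT libraries had a summit in the region or within 500 bp of it. Each of these proteins was also read at the leading site of the other, chosen without its own libraries, and had a summit within 100 bp in 2 of 2 targeting libraries and within 500 bp in 0 NT libraries. For IscB and Cas9 this explanation stays open, since 3 of their 4 NT libraries had a summit in the region or within 500 bp of it. Only that of Cas9 NT replicate 1, at 334432 (score of 4.21), lay inside the region. The IscB NT summits, at 333775 and 333807 (scores of 9.78 and 17.0), lay before its start. They were 1568 and 1536 bp from the IscB site. The absence of NT summits close to the IscB and Cas9 sites cannot decide on plasmid sequence, because the sites were selected for that absence. Another candidate explanation is that this region holds the intended target of all 4 targeting guides. The labels do not give the target, and no guide sequence was compared with the chromosome. Under that hypothesis, the leading IscB and Cas9 sites elsewhere on the chromosome would be sites away from the target with a score as high as or higher than at the target.

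TnpB3 lists overlapped between guides about as much as between replicates, at 64.8% against 63.6% and 69.2% (100 bp, all peaks). The 65 NT-only TnpB3 sites nevertheless exceeded the 29 to 38 of the mixed groupings, whereas the 33 guide-dependent sites did not. Background sites common to every immunoprecipitation were argued against as the source of the sites shared between TnpB3 guides. A TnpB3 NT list overlapped an NT list of another protein by at most 5.51%, against 69.2% between the TnpB3 NT replicates. Guide cassettes or labels that did not differ between the TnpB3 arms were argued against at the leading Cas12a site, where 2 of 2 TnpB3 targeting libraries had a summit within 100 bp and no TnpB3 NT library had one within 500 bp. This again rests on 1 site. Binding of TnpB3 that depends on the protein and little on the guide, apart from the leading site, may be an explanation, and a motif at the summits was not tested for want of a sequence.

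TnpB3 summits coincided with Cas12a targeting summits more than with those of any other group. Of the 24 pairs of groups of different proteins, TnpB3 targeting with Cas12a targeting had an overlap of 8.41%, 3.56 times chance, and TnpB3 NT with Cas12a targeting 7.55%, 3.00 times chance, each with an adjusted p-value of 0.0012 over the 24 pairs. In every pair of libraries, 33 to 41 TnpB3 summits lay within 100 bp of a Cas12a targeting summit, and 8 to 17 within 10 bp. Sites that any tagged protein precipitates were argued against as the whole cause: of the Cas12a targeting summits shared with a TnpB3 library, 27.2% also had an IscB or Cas9 summit within 100 bp, against 21.4% of those not shared (mean of the 2 replicates). Cas9 NT lists did overlap Cas12a targeting lists at 1.82 times chance (adjusted p-value 0.0096) and Cas9 targeting lists at 1.40 times (adjusted p-value 0.105), whereas IscB lists lay at 1.02 and 0.995 times, so sites common to some of these proteins stay open for part of the excess. Regional peak density that varies over distances above 50000 bp was argued against, since shifts of only 2000 to 50000 bp left TnpB3 targeting with Cas12a targeting at 3.54 times chance. Density shared over shorter stretches stays open, because most of these shifts move summits out of such stretches. A guide sequence used by both targeting arms was argued against as the whole cause, since TnpB3 NT lists, which do not carry that guide, had 3.00 times chance as well. The excess was seen with Cas12a targeting lists for both TnpB3 guides and with Cas12a NT lists for neither (0.986 and 1.02 times chance). The difference between these overlaps was not itself tested. A sequence that the Cas12a targeting guide and TnpB3 both favour stays open as a hypothesis and was not tested.

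NT summits of IscB and TnpB3, and of Cas9 and Cas12a, coincided above chance in the lists as deposited, 1.47 and 1.61 times, whereas the 4 pairs across the library series gave 0.41 to 1.18 times. The library series or its input may be the source, but this cannot be tested: the 4 proteins can be split into 2 series of 2 in only 3 ways, so the smallest exact permutation p is 0.333, which the real split gave. The order of the pairs did not hold under every alternative. Without NT replicate 1, IscB and Cas12a, a pair across series, stood at 1.61 times chance, above the pairs within a series at 1.37 and 1.34 times. Without NT replicate 2, IscB and Cas12a stood at 0.774 times. At a minimum score of 10, IscB and TnpB3 had the lowest ratio of the 6 pairs, 0.977. Pairs that include a targeting list were mixed. Within a series, IscB targeting stood at 1.15 times chance with TnpB3 targeting and 1.07 times with TnpB3 NT. IscB NT with TnpB3 targeting stood at 1.48 times. Cas12a targeting stood at 1.40 times with Cas9 targeting and 1.82 times with Cas9 NT, and Cas9 targeting with Cas12a NT at 0.98 times. Across series, TnpB3 with Cas12a targeting stood at 3.56 and 3.00 times, and the others at 0.33 to 1.12 times. Protein and series cannot be told apart here, because each protein belongs to one series.

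TnpB3 summits and Cas9 NT summits coincided less than shifted summits did. TnpB3 targeting and Cas9 NT lists overlapped by 0.97%, which is 0.33 times chance, and TnpB3 NT and Cas9 NT lists by 1.27%, or 0.41 times chance. Both lay below every one of the 10000 shifts, with a one-sided adjusted p-value of 0.0012 for the lower tail over the 24 pairs. With Cas9 targeting lists, TnpB3 targeting and NT lists also lay below chance, at 0.72 and 0.77 times. These did not pass the threshold (shift test, one-sided adjusted p-values of 0.0936 and 0.214 for the lower tail). The deficit with Cas9 NT lists was not seen at a minimum score of 10, where the TnpB3 NT and Cas9 NT lists overlapped by 1.02% against 0.855% by chance (1.19 times, adjusted p-value 0.468 for an excess). The Cas9 NT lists held 87 and 43 peaks there, and whether so few could show a deficit was not tested. Regional peak density that varies over distances above 50000 bp was argued against. With shifts of only 2000 to 50000 bp the overlaps with Cas9 NT lists were 0.33 and 0.42 times chance, each with a one-sided permutation p = 0.0001 for the lower tail, the smallest the shifts can give. Density that differs over shorter stretches stays open. No other explanation was tested.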
